A study of Homo sapiens with 7 samples. Its data were reported in "Endoplasmic reticulum stress-related super enhancer promotes epithelial-mesenchymal transformation in hepatocellular carcinoma through CREB5 mediated activation of TNC" (2025).

How the data were processed

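H3K27ac ChIP-seq was performed by the authors in HepG2 cells treated with DMSO or TM, with 3 libraries per group. An input library from control cells is described in the labels and was not analysed here. Groups were taken from the treatment given in the labels, and the replicate numbers from the sample titles. The labels do not say whether the replicates were separate cultures.

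Per the labels, sonicated chromatin was immunoprecipitated and the DNA was sequenced on an Illumina instrument. The submitters' processing notes name CASAVA (version 1.4) and the builds mm9 and hg38, with no role stated. The names of the deposited regions show that MACS peaks were called in each library and stitched, and the columns have the layout of HOMER's nearest-promoter annotation. The intron, intergenic and promoter labels and the distances refer to the midpoint of a region and not to its whole extent. Versions, the stitching distance, the treatment of promoters and the build of the coordinates are not given in the sources used here. A figure legend of the study describes the H3K27ac signals of its SE ranking in TM-treated cells as input-normalized. Whether the deposited signals were already normalized to the input is not stated. No 2 regions of a list lay closer than 12507 bp. The deposited signal of a region was a density in whole multiples of 0.0001 per bp (tolerance 0.001 of a step, 100.0% of regions) times the region length. It is therefore a sum over the region, and any scaling by library size is not stated. Only regions above a threshold of each library are listed, so no value exists for a region in a library that did not call it, and a shorter stitched region has a smaller sum and often a higher density.

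Gene names were updated by Entrez ID with the RefSeq table of GRCh38.p14, which was used for names and the order of neighbouring genes only. It matched 7434 of 7472 listed regions, and 11 had no gene. The transcription start sites implied by the deposited distances fell within 5 kb of a GRCh38 end of the same gene for 9.92% of 7402 regions, so the coordinates are not on that build and are printed as deposited.

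Regions of the 6 libraries were merged where they shared 1 bp or more, and the signal of a merged region in a library was the sum over its listed SEs. A TM-only region was called in 3 of 3 TM and 0 of 3 DMSO libraries, and a DMSO-only region the reverse. TM-only and DMSO-only genes were defined likewise from the linked gene. Numbers, covered lengths, median lengths and the mean Jaccard index were compared by exact permutation tests (smallest possible p 0.1). For regions called in all 6 libraries, log2 density (summed signal over summed length) was centred on each library's median over these regions and tested with limma 3.58.1 (trend) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. A planned subtraction of the input could not be run, since the tables used here have no input column. In data simulated from the 670 shared regions, limma called 68.0% of regions changed by 0.5 on the log2 scale, 96.0% of those changed by 1.0 and 0.702% of unchanged regions. The simulated noise was independent between regions, with no shift common to a library and no change of length. These rates therefore do not cover errors from the centring or from changed extents. Summaries were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9.

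Before the data were examined, 10 gene lists with 371 entries were fixed: unfolded protein response, ATF4 amino acid response, EMT and extracellular matrix, hepatocyte identity, lipid and sterol metabolism, bZIP transcription factors, inflammatory signalling, angiogenesis and hypoxia, cell cycle and oncogenes, and other liver cell types. They were written after reading the study, and some genes stand in more than 1 list (ATF3, ATF6, TRIB3 and NFE2L2 among the linked ones). Each list was tested against all other linked genes by Fisher's exact test for TM-only and DMSO-only genes, and, with 3 or more shared regions, by camera (preset correlation 0.01 and estimated correlation). Fry tested the same regions for a shift from 0, which on the centred values is each library's median over the shared regions. It makes no further comparison with other regions. The text names, by a rule fixed at the same time, CREB5 and TNC, the 10 TM-only and 10 DMSO-only regions with the highest mean signal, list members at such regions or genes, the 5 highest and 5 lowest changes among called shared regions, the 5 strongest shared regions, and up to 4 members per list at shared regions. Other names are marked as chosen after their values were seen. Some results that fall under this rule are not reported here.

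To ask whether an unlisted region must have had less signal, the strongest single SE of the region was taken in each calling library, and the lowest of these was set against the highest threshold of the other group, on the deposited scale and after scaling each library by the median density or the median total signal of shared regions. The median density was higher in TM by 0.381 (log2), so the density scaling is stricter for TM-only than for DMSO-only regions. The median total signal differed by -0.00796. Alternatives were a 5 kb minimum length, merged counts, lists cut to the 1130 strongest regions, calls in 2 or more of 3 libraries, an overlap of 50% of the shorter region, the top 500 regions, total signal, no centring, quantile normalization, a pseudocount at percentile 5 of the densities, the replicate number as a block, regions called in 3 or more libraries, the host gene as a further link, and leaving out each library.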

Results

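H3K27ac, the acetylation of lysine 27 on histone H3 that marks active enhancers, was profiled by ChIP-seq in HepG2 cells, a human liver cancer line, after DMSO (the solvent control) or tunicamycin (TM). TM blocks N-linked glycosylation in the endoplasmic reticulum and so causes endoplasmic reticulum stress (ERS). There were 3 H3K27ac libraries per group, named here DMSO 1 to DMSO 3 and TM 1 to TM 3. The deposited tables list the super-enhancers (SEs) of each library, that is, stitched clusters of H3K27ac peaks with a summed signal above a library-specific threshold, with the position, the summed signal and the nearest gene of each. Read totals are unknown, and a region missing from a list may still carry H3K27ac below the threshold. The labels do not state that the replicates were separate cultures, so p-values measure only the spread between these samples.

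The first question was whether ERS changed the size of the SE repertoire. The TM lists held shorter SEs: the median SE length was 41.0 ± 3.01 kb in TM and 59.3 ± 7.55 kb in DMSO (SD, n = 3 each), and every TM library was below every DMSO library (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 can give). SEs covered 62.0 ± 13.2 Mb in TM and 84.4 ± 5.92 Mb in DMSO (exact permutation p = 0.1). A typical SE joined 7.67 ± 0.577 peaks in TM (mean of the library medians) and 14.5 ± 1.5 in DMSO (exact permutation p = 0.1). The number of SEs differed by less than the spread between replicates, with 1297 ± 192 in TM and 1194 ± 84.3 in DMSO (exact permutation p = 0.7), and without TM 2, the longest list with 1507 SEs, the difference was -2.5. The highest peak number seen in a list, a lower bound of the peaks called, was 51506, 69519 and 46049 in TM 1 to TM 3 and 73872, 67570 and 76954 in DMSO 1 to DMSO 3 (exact permutation p = 0.2).

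**Figure D1:**
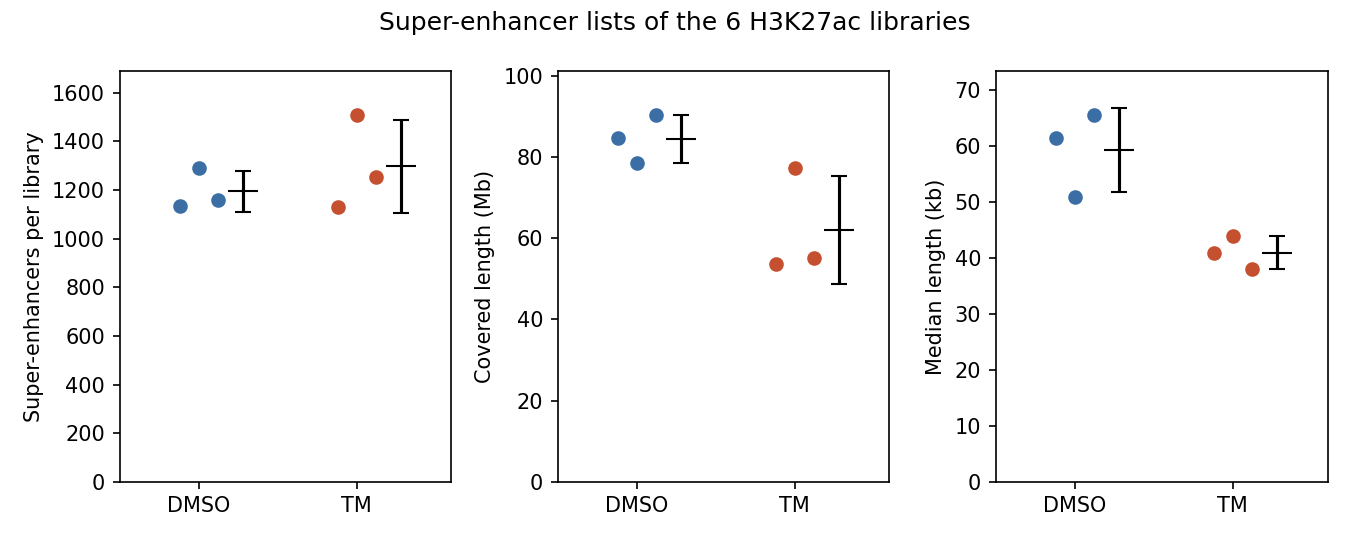
Points show the 3 libraries of each group and bars the mean ± SD for the number of SEs per library, the covered length in Mb and the median SE length in kb. The groups overlap in number, while the median lengths of the TM libraries (38.0 to 44.0 kb) lie below those of the DMSO libraries (50.9 to 65.5 kb).

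The second question was how far control and stressed cells shared their SEs. Of 1784 union regions, 670 (37.6%) were called in all 6 libraries. Those with the highest signal lay at ELL2 and PCSK1 (chromosome 5, 95022494 to 95686977), LRTM1 and WNT5A (chromosome 3, 55092067 to 55567600), LINC02398 (chromosome 12, 19888915 to 20203646), EGFR (chromosome 7, 54825073 to 55216154) and ATXN10 (chromosome 22, 45973103 to 46236956). Their mean summed signals were 355200, 284600, 278400, 273400 and 273000. Each is a sum over all SEs that a library listed within the merged region. Their order is therefore not that of single SEs. EGFR encodes the epidermal growth factor receptor and WNT5A a secreted Wnt ligand. Libraries of the same treatment shared more of their SE length (Jaccard index over base pairs 0.642 ± 0.0540, 6 pairs) than libraries of different treatments (0.462 ± 0.0291, 9 pairs). The difference of 0.180 was the highest of the 10 splits of the 6 libraries (exact permutation p = 0.1), the next being 0.0253. Positions are given as deposited; they are not on GRCh38, and the build is not named in the sources used here.

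The third question was which SEs were called in one condition only. In TM, 135 regions (7.57% of the union) were called in all 3 TM libraries and in no DMSO library, and they included genes of the stress response itself. ATF3, a stress-induced transcription factor, had a TM-only SE at chromosome 1, 212716102 to 212784200, over intron 1, with a summed signal of 55170 ± 7308 (SD, n = 3). ERN1, which encodes the stress sensor IRE1, had one in intron 1 (chromosome 17, 62150810 to 62207529, 39870 ± 11320), and TRIB3, a pseudokinase induced by the stress response, had one that began upstream of its promoter (chromosome 20, 327760 to 397497, 43460 ± 5964). The cytokine genes IL6 (chromosome 7, 22735692 to 22771875, 46790 ± 10730) and CXCL2 (chromosome 4, 74961135 to 75001364, 37250 ± 14610) also had TM-only SEs. Their midpoints were intergenic, at -12.9 and -8.58 kb from the linked transcription start sites in TM 1. With mean listed lengths of 33.7 and 27.5 kb, both merged regions reached over these sites.

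The strongest TM-only SE was nearest to MIR3920 (chromosome 11, 101295388 to 101322726) with a summed signal of 76060 ± 20050. It lay in a stretch around YAP1 (100257387 to 102221411), singled out after its values were seen. Listed regions there were dense in all 6 libraries, and more so in DMSO. Their median density was 6.86, 5.23 and 5.58 times the library median in DMSO 1 to DMSO 3. In TM 1 to TM 3 it was 3.29, 4.38 and 3.14 times. The MIR3920 SE held 1 peak in TM 1 and TM 3 and 2 peaks in TM 2. After MIR3920 and ATF3 came SEs with midpoints in introns of SPIRE1 (53350 ± 21410), STK24 (52120 ± 18050) and HSF2BP (51810 ± 27890, a sum over 2 SEs in TM 3), an intergenic SE nearest to RUNX1 (50010 ± 11910), one in CLPTM1L (48600 ± 1433), and, after IL6, SEs near L1TD1 (45430 ± 9136) and LOC105376360 (44530 ± 16220). Of the other list genes, GADD45B (37330 ± 8646), a DNA damage and stress-inducible gene, KLF4 (31010 ± 11490), CREB1 (27410 ± 11000), SMAD7 (25480 ± 10510), INSIG1 (24500 ± 4009), which restrains sterol synthesis, SLC3A2 (23630 ± 5985), a subunit of amino acid transporters, and EPAS1 (21960 ± 5033) were the nearest genes of TM-only SEs. Some of these SEs were far from the gene. In TM 1 the midpoint lay 63.0 kb from the linked transcription start site for GADD45B, -255 kb for KLF4, -94.6 kb for INSIG1 and -38.9 kb for SMAD7. It lay 17.6 kb away for CREB1, 3.52 kb for SLC3A2 and 19.7 kb for EPAS1. TM-only regions were short, with a median listed length of 29.7 kb against 60.2 kb for regions called in all 6 libraries. Because thresholds differed between libraries (16747 to 24793 in DMSO), absence from the DMSO lists shows a lower signal, in SEs stitched alike, only where the strongest single SE of each TM library exceeded every DMSO threshold, which held for 49 of the 135 regions on the deposited scale. Scaled by the density or the total signal of shared regions, both chosen after seeing the data, it held for 30 and 106, and on all 3 scales for 30. ATF3, ERN1, TRIB3, IL6, CXCL2 and GADD45B were among these 30, and CREB1, KLF4, SMAD7, INSIG1, SLC3A2 and EPAS1 were not. The count was 203 without TM 1.

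**Figure D2:**
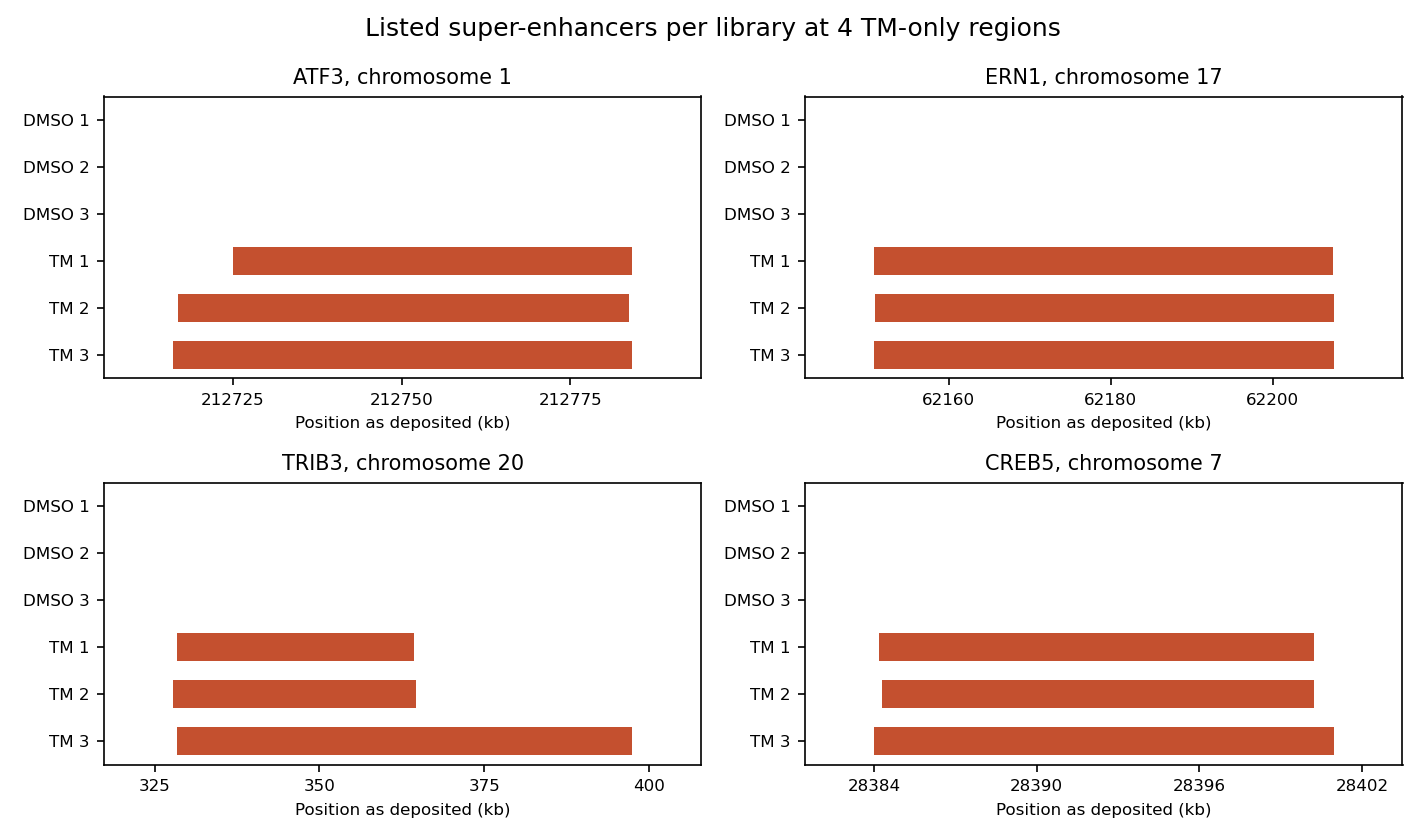
Each panel shows the extent of the listed SE in each of the 6 libraries (rows) along the chromosome, in kb as deposited, at ATF3, ERN1, TRIB3 and CREB5. All 4 regions are listed in the 3 TM libraries and in no DMSO library, and the ERN1 SE has nearly the same 56.7 kb extent in each TM library.

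In the other direction, 97 regions (5.44%) were called in all 3 DMSO libraries and in no TM library. By the sum over all SEs within each merged region, the highest signal was in intergenic sequence nearest to LINC01364 (chromosome 1, 88246433 to 88477482, 109300 ± 29260), followed by HDAC9, a histone deacetylase gene (65080 ± 11840), FNDC3B (54900 ± 27290), IMMP2L (54000 ± 14620), ERCC6L2 (53770 ± 6149), LYRM9 (53670 ± 14730), GPR141 (51350 ± 4978), CREB3L2-AS1 (48960 ± 12120), PTPN1, a tyrosine phosphatase gene (48790 ± 15380), and MIR5092 (48710 ± 12330). The regions of LINC01364, HDAC9, FNDC3B and PTPN1 held more than 1 SE in some DMSO libraries, so this is not an order of single SEs. The midpoint of the CREB3L2-AS1 region lay in intron 1 of NM_194071, a transcript of the bZIP gene CREB3L2. CREB3L2 itself was not the linked gene, so this DMSO-only region did not count in the list tests. List genes nearest to DMSO-only SEs were TM4SF4 (33170 ± 7414) and LIPC (31840 ± 9074), both expressed in liver, SOCS3 (29020 ± 2183), a feedback inhibitor of cytokine signalling, and LUM (32650 ± 6088), a matrix proteoglycan gene. The midpoint of the LIPC region lay -67.3 kb from the linked transcription start site in DMSO 1. SMAD7 had a DMSO-only SE at its promoter (chromosome 18, 46445751 to 46487682, 24400 ± 4681). Its midpoint lay in the last intron, 0.9 to 2.6 kb from the linked transcription start site. With lengths of 38.5 to 41.6 kb, the SE reached over that site in each DMSO library. Its TM-only SE lay in intergenic sequence (46502369 to 46548522). No SMAD7 region was called in all 6 libraries. DMSO-only regions had a median listed length of 59.0 kb and a median density of 0.567 per bp, against 0.981 for TM-only regions and 0.868 for regions called in all 6 libraries. These densities are on the deposited scale, where the median of shared regions was itself 0.381 higher in TM (log2), so part of the difference is common to the libraries. By the same rule, 34 of the 97 exceeded every TM threshold on the deposited scale, 97 scaled by density, 78 scaled by total signal and 34 on all 3 scales. These 34 included LINC01364 and HDAC9 (each by 1.01 times on the deposited scale), CREB3L2-AS1 (1.4 times), PTPN1 and SOCS3, and not TM4SF4, LIPC, LUM, SMAD7 or FNDC3B. The count was 150 without TM 2.

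**Figure D3:**
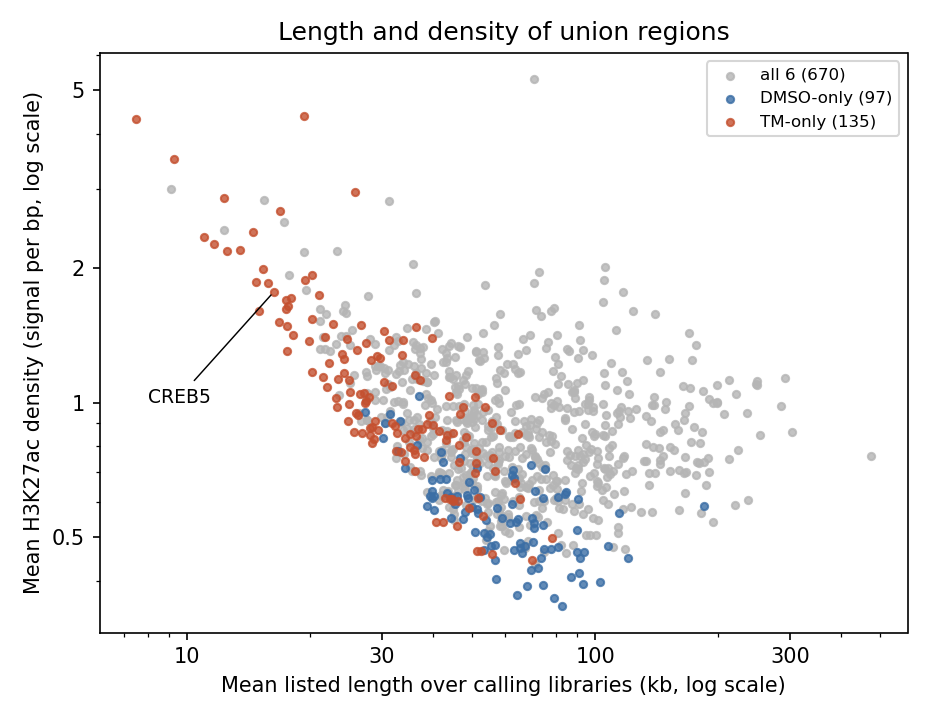
Each point is a union region, by its mean listed length (kb) and mean H3K27ac density (summed signal per bp) over the libraries that called it, both on log scales, for the 670 regions called in all 6 libraries, the 97 DMSO-only and the 135 TM-only regions. The lower left edge follows the listing thresholds, and along it TM-only regions (median 29.7 kb) sit at shorter lengths than DMSO-only regions (median 59.0 kb).

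CREB5, a bZIP transcription factor gene and the gene the study followed, was linked to an SE in 3 of 3 TM libraries and 0 of 3 DMSO libraries (exact permutation test, two-sided, p = 0.1). The SE lay in intron 1 of NM_182899 on chromosome 7 (28384000 to 28400951), 53.3 kb from the linked transcription start site. It was short, at 16.3 ± 0.559 kb, with a density of 1.77 ± 0.599 per bp and a summed signal of 28780 ± 9198 (SD, n = 3), 72 in the order of the 135 TM-only regions by signal. CREB5 ranked 868, 841 and 814 within the lists of TM 1, TM 2 and TM 3. The lowest TM signal was 0.882 times the highest DMSO threshold on the deposited scale, 0.842 times after scaling by the density of shared regions and 1.24 times after scaling by their total signal, so on 2 of the 3 scalings a DMSO signal equal to the lowest TM signal could have stayed unlisted. Scaling by density lowers TM signals against DMSO signals, because the median density of shared regions was 0.381 higher in TM (log2). TNC, which encodes the matrix protein tenascin-C, was linked to an SE in 0 libraries.

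By linked gene, 139 of 2002 genes were TM-only and 94 DMSO-only, while 523 were linked in all 6 libraries. Without TM 1, 220 genes were TM-only, and without TM 2, 150 were DMSO-only. The unfolded protein response list had 45 genes, of which 6 were linked in any library. From this list ATF3, ERN1 and TRIB3 were TM-only, 3 of its 6 linked members, against 6.81% of all other linked genes (Fisher's exact test, two-sided, p = 0.00561, Benjamini-Hochberg adjusted p = 0.112 over 20 tests). Of its other linked members, ATF6, named after its values were seen, was linked in 1 TM library, DDIT4 in all 6 libraries and NFE2L2 in 2 DMSO libraries. The ATF4 amino acid response list had 2 of 4 (SLC3A2 and TRIB3; exact p = 0.0262, adjusted p = 0.174), bZIP transcription factors 3 of 9 (ATF3, CREB1 and CREB5; exact p = 0.0202, adjusted p = 0.174), and cell cycle genes and oncogenes 3 of 11 (GADD45A, GADD45B and KLF4; exact p = 0.0358, adjusted p = 0.179). The merged region of GADD45A was called in all 6 libraries and linked to GNG12-AS1 in DMSO. None of the 20 list tests passed an adjusted p of 0.05 by Fisher's exact test, and these 4 had an unadjusted p under 0.05. The lists were fixed with the study at hand, and CREB5 was picked by the study from these libraries, so they are not independent evidence of direction.

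Among the other lists, 2 had genes called in each direction. Inflammatory signalling had IL6 and CXCL2 as TM-only and SOCS3 as DMSO-only among 11 linked members (adjusted p = 0.699 and 0.797 by Fisher's exact test). Lipid and sterol metabolism had INSIG1 as TM-only and LIPC as DMSO-only among 8 (adjusted p = 0.797 and 0.78). Of 13 linked genes of the EMT (epithelial-mesenchymal transition) and extracellular matrix list, CCN1 was TM-only (adjusted p = 1.0), within a merged region that was called in all 6 libraries, and SMAD3, ITGB1 and, through different regions in the 2 groups, SMAD7 were among those linked in all 6. EPAS1, a hypoxia-inducible factor gene, was the TM-only gene among 6 linked members of angiogenesis and hypoxia (adjusted p = 0.78). Hepatocyte identity had 6 linked genes of 64, with TM4SF4 as DMSO-only and CPS1 and ONECUT2 in all 6 libraries, and markers of other liver cell types had 5, with LUM as DMSO-only (adjusted p = 0.717 and 0.713).

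The last question was whether SEs present in both conditions changed in strength. Of the 670 regions called in all 6 libraries, H3K27ac density, centred on each library's median, was higher in TM at 45 and lower at 71 (limma, adjusted p under 0.05), and 226 had an unadjusted p under 0.05. The SE at the long non-coding RNA gene CCAT1 rose the most, by 1.74 ± 0.11 on the log2 scale (standard error, limma adjusted p = 4.41e-05), followed by MIR5692B/PAWR (1.23), PICSAR (1.06), STEAP1B-AS1 (1.05), near IL6, and PIEZO2 (1.04). Density fell at BASP1 (-1.001 ± 0.17, adjusted p = 0.00741), RERG (-0.89), LNCATV (-0.85), GNE, which encodes the key enzyme of sialic acid synthesis (-0.85), and STK17A (-0.79). All 116 regions had groups that did not overlap, as had 38.2% of the 670, where chance gives 10%.

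Many of the increases came with a shorter listed extent. The CCAT1 SE shortened by -2.09 on the log2 scale while its total signal changed by 0.04, and PAWR, PICSAR and PIEZO2 had a total signal change of -0.087, -0.37 and -0.57. STEAP1B-AS1 rose in total signal as well, by 1.81. On total signal 125 regions were higher and 92 lower, with 17 and 26 shared with the density calls and 7 called in opposite directions, among them LRTM1/WNT5A (density 0.60, total -0.20). Regions higher on both measures, named after their values were seen, included FTH1, the ferritin heavy chain gene (density 0.40, total 0.97), ZFP36L1, which encodes an mRNA decay factor (0.56 and 1.05), and the region of DUSP1 and ERGIC1 (0.41 and 0.85), and regions lower on both included BASP1, RERG, GNE, STK17A, NFKBIA and FSTL1.

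**Figure D4:**
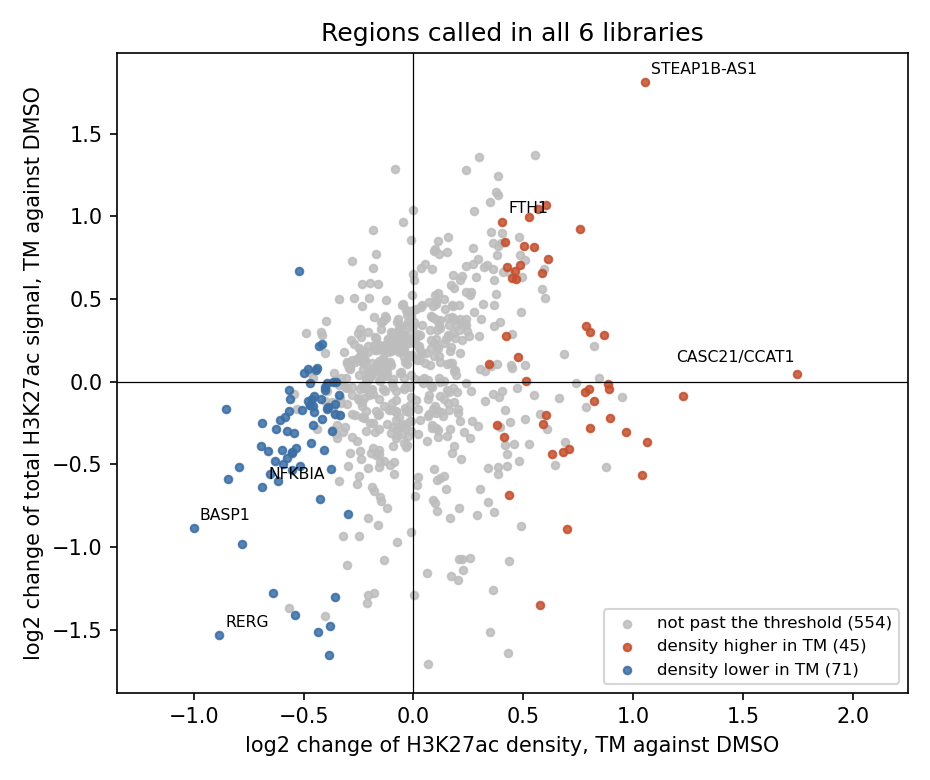
Each point is one of the 670 regions called in all 6 libraries, by the log2 change of H3K27ac density (x) and of total signal (y) in TM against DMSO, each library centred on its median, coloured by the density test. CCAT1 is far to the right at a total change near 0 (0.04), while STEAP1B-AS1 is high on both axes (1.05 and 1.81).

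Among list genes, NFKBIA, which encodes an inhibitor of NF-kB, fell by 0.69 on the log2 scale (limma adjusted p = 0.00451), STAT3 by 0.40, the sterol regulator SREBF1 by 0.47 and CFTR by 0.38, while CDK6, named after its value was seen, rose by 0.34. These changes are relative to each library's median over the shared regions, which was 0.38 higher in TM before centring. On the deposited scale the SREBF1 densities overlapped. They were 0.647, 0.658 and 0.879 in DMSO 1 to DMSO 3 and 0.620, 0.817 and 0.613 in TM 1 to TM 3. In total signal STAT3 and SREBF1 changed by -0.17 and -0.14 and were not called. Adjusted over the list alone, the calls were 1 higher and 1 lower of 6 regions for the EMT list, 1 lower of 3 each for hepatocyte identity, lipid and sterol metabolism and other liver cell types, 2 lower of 3 for inflammatory signalling, 1 higher of 3 for bZIP factors, 1 higher of 8 for cell cycle genes and none of 4 for angiogenesis. Camera with a preset correlation gave the inflammatory regions (NFKBIA, STAT3 and OSMR) an adjusted p = 0.0941 toward lower density (adjusted p = 0.568 with an estimated correlation), and adjusted p between 0.57 and 0.902 for the 7 other lists with enough regions. By fry, which asks only whether these 3 regions moved 1 way from each library's median over the shared regions, the adjusted p was 0.0103. Fry was not run on uncentred values, so its result depends on the centring. The stress genes with shared SEs did not pass the test, with -0.24 at DDIT4, 0.18 at SLC7A11, 0.18 at NFE2L2 and -0.002 at GDF15. The value at GDF15 is the density of a merged region that differed in extent. There every TM library listed SE sequence over 18470409 to 18498670 of chromosome 19, the DMSO SEs ended by 18455256, and total signal changed by 1.04. Higher calls made up 38.8% of all calls on centred density, 57.6% on total signal and 99.3% (133 higher, 1 lower) without centring, where the median of all shared regions was 0.38 higher in TM on the log2 scale. Leaving out DMSO 1, DMSO 2, DMSO 3 or TM 3 gave 22, 23, 23 and 27 higher and 26, 35, 30 and 44 lower regions.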

Values the study reported

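The study reported 1062 differentially expressed genes by RNA-seq in HepG2 cells under TM-induced ERS, of which 601 were upregulated. From ChIP-seq it reported changes at 197 SEs specific to ERS. Intersecting the SE-linked genes with the expression changes left 17 candidate target genes. Among these, CREB5 had the highest reported log2 fold change of expression, 4.243. The study also reported a higher H3K27ac signal in TM-treated than in control cells at a non-coding region upstream of CREB5. The SE listed here for CREB5 was annotated, by its midpoint, to intron 1 of the transcript NM_182899. The study's text gives no coordinates for its region, so the positions could not be compared. Of the guide RNAs that the study directed at the SE with dCas9-KRAB, some lowered CREB5 transcripts and another caused no significant change.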

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

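The comparisons with all thresholds of the other group and the fit on regions of stable length were chosen only after the results were seen. The list lengths limited most results: only regions above each library's threshold have a value, and depth is unknown. The difference in covered length, the overlap of SE sets and the CREB5 calls kept their direction under every alternative run for them, with p never under 0.1 by design, and 0 list tests passed the threshold under any. The difference in SE number was -2.5 to 186 when 1 library was left out, and negative only without TM 2. TM-only and DMSO-only SEs were 226 and 173 with calls in 2 or more of 3 libraries, 9 and 6 with top 500 calls, and, above every threshold of the other group, 49 and 34 (deposited scale), 30 and 97 (scaled by density), 106 and 78 (scaled by total signal) and 30 and 34 (all 3); fewer regions can meet these rules by construction. Leaving out 1 library gave 142 to 203 TM-only SEs (203 without TM 1) and 102 to 150 DMSO-only SEs (150 without TM 2). TM-only and DMSO-only genes were 274 and 187 with 2 or more of 3, and 147 to 220 (220 without TM 1) and 100 to 150 (150 without TM 2) without 1 library. Regions with higher and lower density were 125 and 92 on total signal, 133 and 1 without centring, 191 and 215 among regions called in 3 or more libraries, 17 (13 of them among the 45) and 51 at stable length, and 22 to 61 and 26 to 84 without 1 library (within 1.5 times of the reported counts only without TM 1 or TM 2); the cause was not tested. The sign turned on total signal at PAWR (-0.087), PICSAR (-0.37), PIEZO2 (-0.57), LRTM1/WNT5A (-0.20), LPIN2 (-1.20), GDF15 (1.04) and KRT7/KRT80 (0.86), by construction where lengths changed. Of 506 values of log2 changes at 41 named regions, 450 were the same, 40 weaker and 9 stronger, and 32 of 36 named TM-only or DMSO-only regions kept their calls with lists of equal length. Those that lost a call included SLC3A2 (rank 1218 in TM 2) and the TM-only region of SMAD7 (rank 1231 in TM 3). With the replicate number as a block 46 regions were higher and 49 lower. In a separate check of pairing, r was -0.00802, -0.0466 and -0.0259 for same-numbered libraries and -0.0666 to 0.0795 for differently numbered ones. Correlations between the libraries were 0.67, 0.715 and 0.667 for the same numbers and 0.652 to 0.699 for different numbers. These values gave no clear sign of pairing, and they cannot show how the samples were handled. The planned input subtraction was not run.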

Other observations

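BRD2, which encodes a bromodomain protein that reads histone acetylation, was called in 3 TM libraries and 0 DMSO libraries, with a summed signal of 32290 ± 6797 (SD, n = 3). Its SE was short (8.4 kb, at the promoter) and exceeded every DMSO threshold on all 3 scalings (1.02, 1.06 and 1.27 times). MYC was linked in 2 TM libraries and 0 DMSO libraries, and VEGFA, FOXA1 and FBP1 in 2 DMSO libraries and 0 TM libraries. These genes were picked after their values were seen. IL6 (TM-only) and STEAP1B-AS1 (1.81 higher in total signal) lie close together on chromosome 7, between 22598579 and 22771875.

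The tests of thresholds, of peak numbers, of listed extent and of the cell line below were chosen only after the results were seen. The 6 libraries allow only 10 splits, too few for a share under 0.05. The real split, the 1 with the highest counts in each case, gave 135 TM-only and 97 DMSO-only regions against at most 12 in another split, 139 and 94 genes against at most 12, and 116 regions with changed density against 0.

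The gain and loss of SEs could reflect unequal thresholds between libraries rather than H3K27ac. Against this, 30 TM-only and 34 DMSO-only regions had a single SE in each calling library with a signal above each threshold of the other group on all 3 scalings. For the other 105 TM-only regions, CREB5 among them, and 63 DMSO-only regions, a changed signal and unequal thresholds cannot be told apart from these lists alone, because they hold no value below a threshold. The comparison does not cover the same signal being stitched into smaller pieces. ERS, the biological difference that the design names, stays open for all of them and was not tested apart from the library scaling.

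SEs were shorter in TM, and of the shared ones 45 were denser and 71 less dense; the shorter SEs could come from weaker peak calling, and the denser ones from signal being averaged over a shorter extent. Of the 45 regions with higher density, 31 had shortened by 0.25 or more on the log2 scale (338 of all 670 had), and their total signal changed by a median of -0.117 (-0.235 for all 338), which goes with the shorter extent. At regions of stable length, fitted alone, 17 were higher, 13 of them among the 45 and FTH1, ZFP36L1 and DUSP1 among these 13, which a shorter extent does not account for. Fewer peaks in TM as the cause of the shorter SEs stays open, since only 1 TM library (TM 2, highest peak number 69519, median length 44.0 kb) reached a DMSO library (DMSO 2, 67570 and 50.9 kb). A narrowing of acetylated domains under ERS also stays open.

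In this liver cell line, hepatocyte identity genes were linked to an SE about as often as random lists (9.52% of 63 against a median of 6.35% in 10000 lists, percentile 75.3), while the other lists ranged from 13.3% (unfolded protein response) to 34.4% (inflammatory signalling). A possible explanation is that nearest-promoter links pass over such genes. Against it, 30.2% of the list was linked or had a linked gene among its 3 protein-coding neighbours on either side, below the median of random lists (33.3%) and under 46.0%, the upper end of the range that holds 95% of them. A mislabelled or mixed cell line cannot be told apart from a property of these HepG2 cells, because no reference profile was used and the same 9.52% bears on both. No biological explanation was tested.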
